# Improvement of Xylose Fermentation Ability under Heat and Acid Co-Stress in *Saccharomyces cerevisiae* Using Genome Shuffling Technique

**DOI:** 10.3389/fbioe.2017.00081

**Published:** 2017-12-20

**Authors:** Kentaro Inokuma, Ryo Iwamoto, Takahiro Bamba, Tomohisa Hasunuma, Akihiko Kondo

**Keywords:** *Saccharomyces cerevisiae*, xylose, ethanol production, thermotolerance, acid tolerance, genome shuffling, transcriptome analysis

## Abstract

Xylose-assimilating yeasts with tolerance to both fermentation inhibitors (such as weak organic acids) and high temperature are required for cost-effective simultaneous saccharification and cofermentation (SSCF) of lignocellulosic materials. Here, we demonstrate the construction of a novel xylose-utilizing *Saccharomyces cerevisiae* strain with improved fermentation ability under heat and acid co-stress using the drug resistance marker-aided genome shuffling technique. The mutagenized genome pools derived from xylose-utilizing diploid yeasts with thermotolerance or acid tolerance were shuffled by sporulation and mating. The shuffled strains were then subjected to screening under co-stress conditions of heat and acids, and the hybrid strain Hyb-8 was isolated. The hybrid strain displayed enhanced xylose fermentation ability in comparison to both parental strains under co-stress conditions of heat and acids. Hyb-8 consumed 33.1 ± 0.6 g/L xylose and produced 11.1 ± 0.4 g/L ethanol after 72 h of fermentation at 38°C with 20 mM acetic acid and 15 mM formic acid. We also performed transcriptomic analysis of the hybrid strain and its parental strains to screen for key genes for multiple stress tolerances. We found that 13 genes, including 5 associated with cellular transition metal ion homeostasis, were significantly upregulated in Hyb-8 compared to levels in both parental strains under co-stress conditions. The hybrid strain Hyb-8 has strong potential for cost-effective SSCF of lignocellulosic materials. Moreover, the transcriptome data gathered in this study will be useful for understanding the mechanisms of multiple tolerance to high temperature and acids in yeast and facilitate the development of robust yeast strains for SSCF.

## Introduction

Lignocellulosic materials such as agricultural residues and forestry wastes contain large amounts of polysaccharides (cellulose and hemicellulose). These polysaccharides have attracted a lot of attention as feedstocks for second-generation bioethanol production (Hasunuma and Kondo, 2012). However, due to the rigid structures of lignocellulosic materials, pretreatment and hydrolysis by an enzyme complex are required to hydrolyze these polysaccharides to fermentable sugars such as glucose and xylose (Percival Zhang et al., 2006; da Costa Sousa et al., 2009; Hendriks and Zeeman, 2009; Alvira et al., 2010). Because of these processes, the bioconversion of these materials to ethanol is more costly than that of conventional sugar sources such as corn starch and cane juice (Cardona and Sáncheza, 2007; Jin et al., 2012). Therefore, simultaneous saccharification and cofermentation (SSCF), which combines enzymatic hydrolysis of the polysaccharides and fermentation into a single process, has great potential for the cost-effective ethanol production from lignocellulosic materials (Hasunuma and Kondo, 2012). Combining these two process steps reduces capital costs, processing time, contamination risk, and the sugar inhibition of enzymatic hydrolysis (Taherzadeh and Karimi, 2007).

*Saccharomyces cerevisiae* is the most frequently used microorganism for industrial ethanol production due to its high fermentation capacity and ethanol tolerance (Olsson and Hahn-Hägerdal, 1993; Lau et al., 2010). Although native *S. cerevisiae* is not capable of utilizing xylose as a carbon source, xylose-assimilating *S. cerevisiae* strains have been developed in the past few decades by overexpressing genes encoding the enzymes required for the assimilation of xylose (Hahn-Hägerdal et al., 2007; Nevoigt, 2008; Van Vleet and Jeffries, 2009). However, there remain some barriers to the use of *S. cerevisiae* in the SSCF of lignocellulosic materials.

During the fermentation process, yeasts encounter a variety of harmful compounds (such as weak organic acids, furan derivatives, and phenolics) generated during biomass pretreatment. These compounds can inhibit the cell growth, metabolism, and ethanol yield of *S. cerevisiae*, particularly in the presence of ethanol (Klinke et al., 2004; van Maris et al., 2006; Almeida et al., 2007). The discrepancy between the optimum temperature of hydrolytic enzymes and that of *S. cerevisiae* is also a barrier to SSCF. Typical *S. cerevisiae* requires a fermentation temperature between 30 and 35°C to maximize ethanol production, and higher temperatures inhibit both growth and fermentation (D’Amore et al., 1989). In contrast, the *Trichoderma* cellulolytic and hemicellulolytic enzymes most commonly used have an optimum temperature of around 50°C (Taherzadeh and Karimi, 2007). Therefore, SSCF using *S. cerevisiae* is often conducted at around 37–40°C to compromise between these optimal temperatures (Olofsson et al., 2008). Such temperature limitations result in a consequent decrease in ethanol production. Therefore, xylose-utilizing *S. cerevisiae* strains with tolerance to both fermentation inhibitors and high temperature are required for cost-effective SSCF of lignocellulosic materials. Many researchers have reported improvements in these yeast tolerances using techniques such as genetic engineering, adaptation, ultraviolet (UV) and chemical mutagenesis, and protoplast fusion (Steensels et al., 2014). These methods have made a lot of progress in improving the tolerances of industrial yeasts for several decades.

In the last decade, genome shuffling has attracted attention as powerful approach for enhancing genetically complex phenotypes, including stress tolerance (Biot-Pelletier and Martin, 2014). In this method, first, a population with genetic diversity is created by mutation induction in a parent strain using chemicals or UV irradiation. Second, the genomes of the mutagenized pool are shuffled by asexual (protoplast fusion) or sexual (sporulation and mating) hybridization. Finally, a library of the shuffled strains is subjected to screening in order to identify desirable strains. Genome shuffling is a particularly useful technique to generate interspecific or interstrain hybrids (Kunicka-Styczyńska and Rajkowska, 2011). Novel combinations of beneficial traits of parental strains can be generated and undesirable mutations can be removed without the acquisition of genome sequence information (Petri and Schmidt-Dannert, 2004). Moreover, genome shuffling can be combined with genetic engineering (Wang et al., 2012). Genome shuffling has yielded yeast strains with improved acetic acid tolerance (Wei et al., 2008; Zheng et al., 2011a), thermotolerance (Shi et al., 2009), ethanol tolerance (Hou, 2009), and multiple tolerances to these stresses (Zheng et al., 2011b; Lu et al., 2012).

In the present study, genome shuffling was used to improve the fermentation performance of xylose-assimilating *S. cerevisiae* under heat and acid co-stress. We previously transformed industrial diploid *S. cerevisiae* strains exhibiting thermotolerance (Sun049) and acid tolerance (Sun224) with a plasmid harboring the xylose-assimilating genes xylose reductase (*XYL1*) and xylitol dehydrogenase (*XYL2*) from *Scheffersomyces stipitis* and xylulokinase (*XKS1*) from *S. cerevisiae* and obtained the xylose-assimilating *S. cerevisiae* strains Sun049T and Sun224T, respectively (Ismail et al., 2013). These strains were used as the parental strains for genome shuffling in this study. First, different drug resistance markers were integrated into the genomes of these parental strains to eliminate unmated cells by selecting for double resistance (Zheng et al., 2011a). Genetically diverse populations of these strains were generated by mutation induction using UV irradiation, and the genomes of the mutagenized pool were shuffled by sporulation and mating. The shuffled strains were then subjected to screening under the co-stress conditions of heat and acids, and a hybrid strain with desirable traits was isolated. Subsequently, the fermentation performance of the hybrid strain was compared to that of its parental strains under different stress conditions. Finally, we performed transcriptomic analysis of the hybrid strain and its parental strains to screen for key genes involved in the fermentation performance under the co-stress conditions of heat and acids. To our knowledge, this is the first report of the application of genome shuffling to improve the fermentation performance of xylose-assimilating *S. cerevisiae* under the co-stress conditions of heat and acids.

## Materials and Methods

### Strains and Media

*Escherichia coli* strain NovaBlue (Novagen Inc., Madison, WI, USA) was used as the host for recombinant DNA manipulation. *E. coli* medium was prepared as described (Inokuma et al., 2016).

The characteristics of all yeast strains used in this study are shown in Table 1. Industrial diploid *S. cerevisiae* strains with thermotolerance (Sun049) and acid tolerance (Sun224) were obtained from Suntory Limited (Tokyo, Japan). Xylose-assimilating yeasts Sun049T and Sun224T were constructed from Sun049 and Sun224, respectively, by introducing a plasmid harboring the xylose-assimilating genes xylose reductase (*XYL1*) and xylitol dehydrogenase (*XYL2*) from *S. stipitis* and xylulokinase (*XKS1*) from *S. cerevisiae*, as well as a clonNAT resistance cassette in a previous study (Ismail et al., 2013). These strains were used as the starting strains. Yeast extract peptone dextrose (YPD) medium [10 g/L yeast extract, 20 g/L Bacto-peptone (Difco Laboratories, Detroit, MI, USA), and 20 g/L glucose] supplemented with appropriate antibiotic drugs was used to screen, grow, and maintain *S. cerevisiae* strains. Yeast extract peptone xylose (YPX) medium (10 g/L yeast extract, 20 g/L Bacto-peptone, and 50 g/L xylose) was also used for the fermentation tests.

**Table 1:** Characteristics of *Saccharomyces cerevisiae* strains and plasmids used in this study.

Name	Relevant genotype	Source
**Strains**		
Sun049T	*MAT*α*/****a***	Ismail et al. (2013)
Sun224T	*MAT*α*/****a***	Ismail et al. (2013)
Sun049T-Z	*MAT*α*/****a*** *HO/*Δ*ho::loxP-Sh Ble-loxP*	This study
Sun224T-K	*MAT*α*/****a*** *HO/*Δ*ho::loxP-KanMX-loxP*	This study
Hyb-1–8	Hybrid strains of Sun049T-Z and Sun224T-K	This study
**Plasmids**		
pUG6	Cloning vector with *loxP-KanMX-loxP* cassette	EUROSCARF
pTEF1/Zeo	Cloning vector with zeocin resistance gene (*Sh Ble*)	Thermo Fisher Scientific
pUG-Zeocin	Cloning vector with *loxP-Sh Ble-loxP* cassette	This study

### Plasmid Construction and Yeast Transformation

The plasmids used in this study are listed in Table 1. The plasmid pUG6 (Güldener et al., 1996) harboring the *loxP-kanMX-loxP* module was purchased from EUROSCARF (Bad Homburg, Germany). In order to construct a plasmid with the zeocin resistance gene (*Sh ble*), the *kanMX* cassette on pUG6 was replaced with the *Sh ble* cassette as follows: the *Bam*HI-*Xho*I DNA fragment encoding the *Sh ble* cassette was obtained from plasmid pTEF1/Zeo (Thermo Fisher Scientific Inc., Waltham, MA, USA). This fragment was inserted into the *Bgl*II and *Xho*I sites of pUG6. The resulting plasmid was designated pUG6-Zeocin.

For integration of the drug resistance markers into the *HO* gene locus of the chromosomal DNA by homologous recombination, 45 bp of sequence upstream and downstream of the *S. cerevisiae HO* gene were cloned to the left and right of the *loxP-kanMX-loxP* and *loxP-Sh ble-loxP* modules by PCR using the primers dHO-F: 5′-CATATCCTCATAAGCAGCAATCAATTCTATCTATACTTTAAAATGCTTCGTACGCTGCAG-3′ and dHO-R: 5′-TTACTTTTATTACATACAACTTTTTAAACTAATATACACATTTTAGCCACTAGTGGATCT-3′, respectively. Plasmids pUG6 and pUG6-Zeocin were used as PCR templates to generate the disruption cassettes. The amplified *loxP-Sh ble-loxP* and *loxP-kanMX-loxP* modules were then transformed into Sun049T and Sun224T, respectively, using the lithium acetate method (Chen et al., 1992) and integrated into the *HO* locus of the chromosomal DNA by homologous recombination. Transformants of Sun049T and Sun224T were selected on YPD containing 200 µg/mL zeocin and 300 µg/mL G418, and the resulting transformants were named Sun049T-Z and Sun224T-K, respectively. The integration of each module into the *HO* locus was verified by diagnostic PCR (colony PCR) using primers targeted to sequences upstream (HO-F: 5′-ACCCACTAGTACTACCATTG-3′) and downstream (HO-R: 5′-GTTAAGACTGCATTCATCACT-3′) of this locus (data not shown).

### UV Treatment

Sun049T-Z and Sun224T-K were cultivated in 5 mL YPD medium containing 50 µg/mL clonNAT (Werner Bioagents, Jena, Germany) at 30°C to an optical density at 600 nm (OD_600_) of 1.0. The culture medium was transferred to a 10-mL flask and then exposed to a germicidal lamp (GL15, TOSHIBA, Tokyo, Japan) for 2 min at a distance of 30 cm with mild agitation. The treated cells were inoculated into 200 mL YPD medium containing 50 µg/mL clonNAT and cultivated at 30°C to an OD_600_ of 1.0. The cells were harvested by centrifugation at 3,000 × *g* for 5 min. The resulting cells were washed three times with distilled water and used for sporulation.

### Sporulation and Spore Purification

Sporulation and spore purification were performed according to the procedure described by Hou (2009) with a minor modification in which brief sonication for purified spore suspensions was skipped.

### Spore Mating

The spore suspensions (100 µL) derived from Sun049T-Z and Sun224T-K were mixed in 5 mL YPD with 50 µg/mL clonNAT and incubated at 200 rpm and 30°C for 48 h. The cells and spores were harvested by centrifugation at 3,000 × *g* for 5 min; inoculated in 5 mL YPD medium with 50 µg/mL clonNAT, 200 µg/mL zeocin, and 300 µg/mL G418 at an initial OD_600_ of 0.1; and incubated at 200 rpm and 30°C for 24 h. The harvest, inoculation, and incubation were repeated once again to obtain a library of Sun049T-Z and Sun224T-K hybrids.

### Screening of Hybrid Strains

The hybrid library was spread on YPD agar plates with 50 µg/mL clonNAT, 200 µg/mL zeocin, and 300 µg/mL G418. The plates were incubated at 30°C for 3 days, and then 1,000 colonies were selected. The cells of each colony were suspended in distilled water and inoculated on YPD plates containing 15 mM acetic acid and 15 mM formic acid. The plates were incubated at 38°C for 3 days. Rapidly growing colonies were selected for fermentation tests to determine their fermentation performance of hybrid strains and their parental strains in YPX medium at 38°C with 15 mM acetic acid and 15 mM formic acid.

### Fermentation Conditions

Yeast strains were precultured in 5 mL YPD medium containing 50 µg/mL clonNAT, 200 µg/mL zeocin, and 300 µg/mL G418 at 150 rpm and 30°C for 24 h, followed by aerobic culturing in 500 mL YPD medium with 50 µg/mL clonNAT at 150 rpm and 30°C for 48 h. The cells were then harvested by centrifugation at 3,000 × *g* for 10 min and washed twice with distilled water. Cells were inoculated in 50 mL YPX medium with or without 20 mM acetic acid and 15 mM formic acid in closed bottles equipped with a CO_2_ outlet at an initial cell concentration of 50 g wet cells/L. Temperature was controlled using a water bath equipped with a magnetic stirrer. Fermentation temperatures were set to 30 or 38°C with stirring at 500 rpm. The concentrations of xylose and ethanol in the fermentation medium were determined by high-performance liquid chromatography (Shimadzu, Kyoto, Japan) as previously described (Hasunuma et al., 2011).

### DNA Microarray Analysis

Genome-wide DNA microarray analysis was conducted as previously described (Ismail et al., 2013). Samples obtained after 3 h of fermentation were used for RNA preparation. Scanned data were analyzed using GeneSpring GX ver. 12.6 software (Agilent Technologies). Each microarray sample was analyzed in triplicate. Gene expression was calculated using normalized data and genes with expression differences of twofold or higher were reported. Significant shared gene ontology (GO) terms for biological processes for all significantly expressed genes in the hybrid strain were searched using GO Term Finder (version 0.83) available at the *Saccharomyces* Genome Database (http://www.yeastgenome.org), with a *p*-value cutoff of 0.01. All raw and normalized gene expression data are available in the Gene Expression Omnibus, with the accession number of GSE101786.

### Quantitative Real-time PCR (qRT-PCR)

The isolated total RNA described above was used for qRT-PCR. Reverse transcription and qRT-PCR were conducted as previously described (Ismail et al., 2013). Gene expression levels of target genes were normalized to that of the housekeeping gene *ACT1*. Primers used for qRT-PCR are listed in Table S1 in Supplementary Material.

## Results

### Genome Shuffling and Screening of Hybrid Strains

Two xylose-utilizing diploid yeasts with different genetic backgrounds (Sun049T-Z and Sun224T-K) were used as the parental strains for genome shuffling. The mutagenized genome pools derived from these strains were shuffled by sporulation and mating as described in the Section “Materials and Methods.” The obtained library of the shuffled strains was subjected to a two-step screening process to select for a strain possessing tolerances to both high temperature and acids. First, 1,000 colonies were selected from the library, and the growth capacity of cells from each colony was evaluated under heat and acid co-stress conditions. During cultivation, eight fast-growing strains were selected (Hyb-1–8). Next, ethanol fermentation from xylose using the selected hybrid strains and the parental strains was performed under heat and acid co-stress conditions for 48 h. The results are shown in Figure 1. All hybrid strains tested in this study produced ethanol from xylose under co-stress conditions, while fermentation abilities varied by strain. Among the hybrid strains, Hyb-8 exhibited remarkably high xylose consumption and ethanol production (32.0 ± 0.9 and 10.8 ± 0.3 g/L at 48 h, respectively), with higher values than those of the parental strains. The Hyb-8 strain was selected for further characterization as described below.

**Figure 1:**
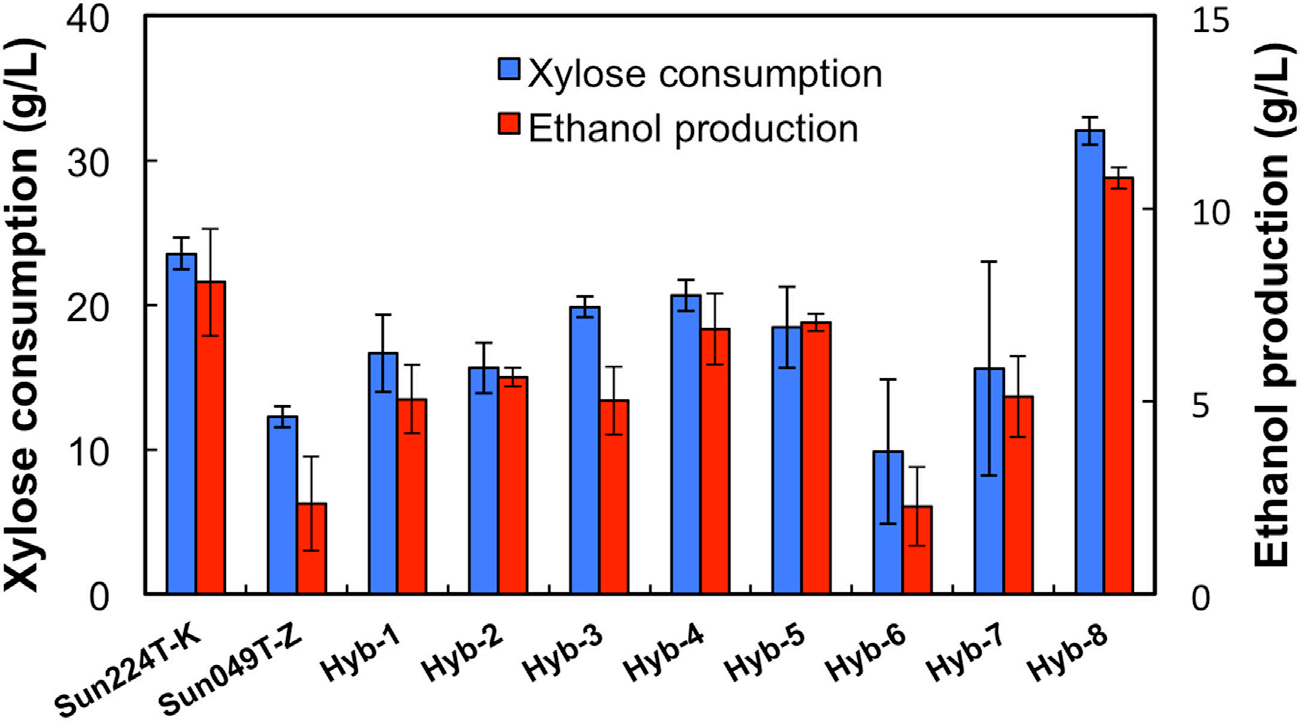
Fermentation performance of hybrid strains and their parental strains at 38°C with 15 mM acetic acid and 15 mM formic acid after 48 h fermentation. Error bars indicate SDs of three independent experiments.

### Ethanol Fermentation under Different Stress Conditions

The fermentation performances of the selected Hyb-8 strain and the parental strains (Sun049T-Z and Sun224T-K) were evaluated under non-stress, heat stress, acid stress, and heat and acid co-stress conditions. All fermentation tests were performed under microaerobic conditions. The xylose consumptions and ethanol productions of Hyb-8 and its parental strains were similar under non-stress conditions (Figure 2). Under heat stress (Figure 3), Sun049T-Z exhibited higher fermentation performance than Sun224T-K. In contrast, under acid stress (Figure 4), the xylose consumption and ethanol production of Sun049T-Z were significantly inhibited, while Sun224T-K exhibited a relatively high fermentation performance. Compared with the parental strains, the hybrid strain Hyb-8 maintained high fermentation ability under both heat stress conditions and acid stress conditions (Figures 3 and 4). Furthermore, under heat and acid co-stress, Hyb-8 achieved higher xylose consumption and ethanol production (33.1 ± 0.6 and 11.1 ± 0.4 g/L at 72 h, respectively) than those of both parental strains (Figure 5). The ethanol yield of this hybrid strain was approximately 0.33 g/g xylose consumed. Since the theoretical maximum ethanol yield from xylose via the pentose phosphate pathway is 0.511 g/g xylose consumed, the ethanol yield of this strain represents approximately 65% of the theoretical yield.

**Figure 2:**
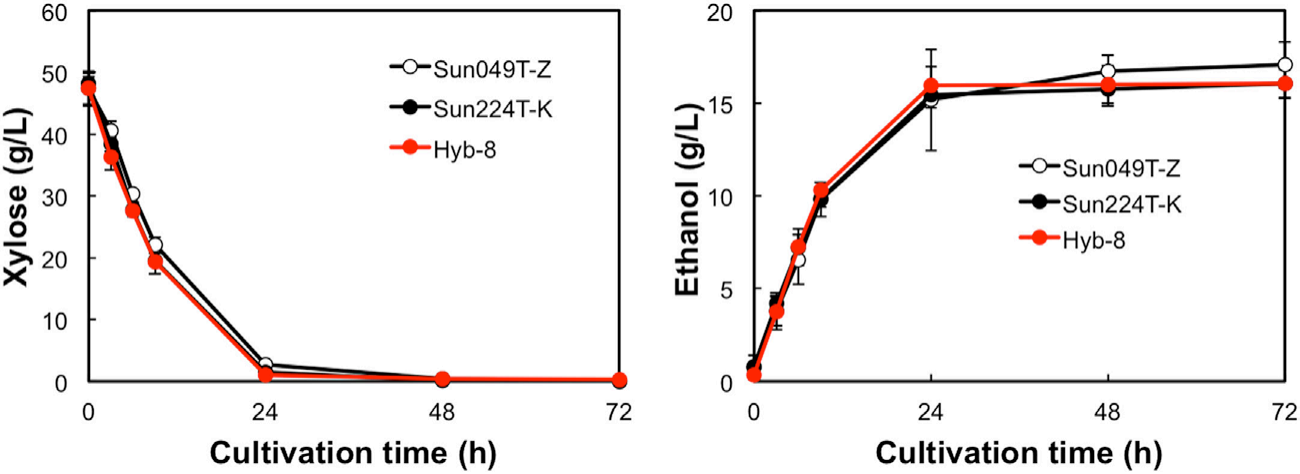
Time course of ethanol production from xylose at 30°C without organic acids. Error bars indicate SDs of three independent experiments.

**Figure 3:**
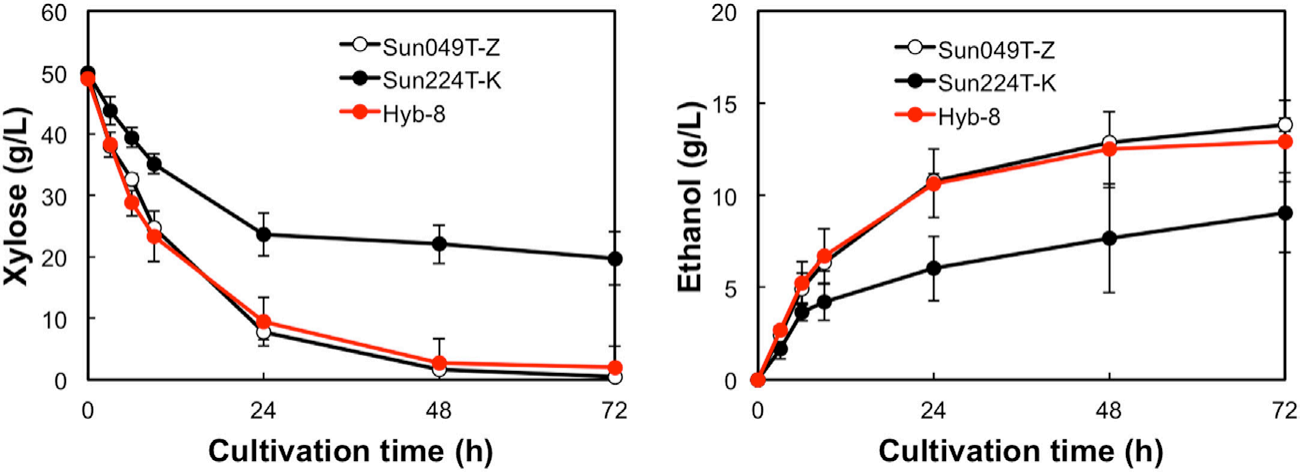
Time course of ethanol production from xylose at 38°C without organic acids. Error bars indicate SDs of three independent experiments.

**Figure 4:**
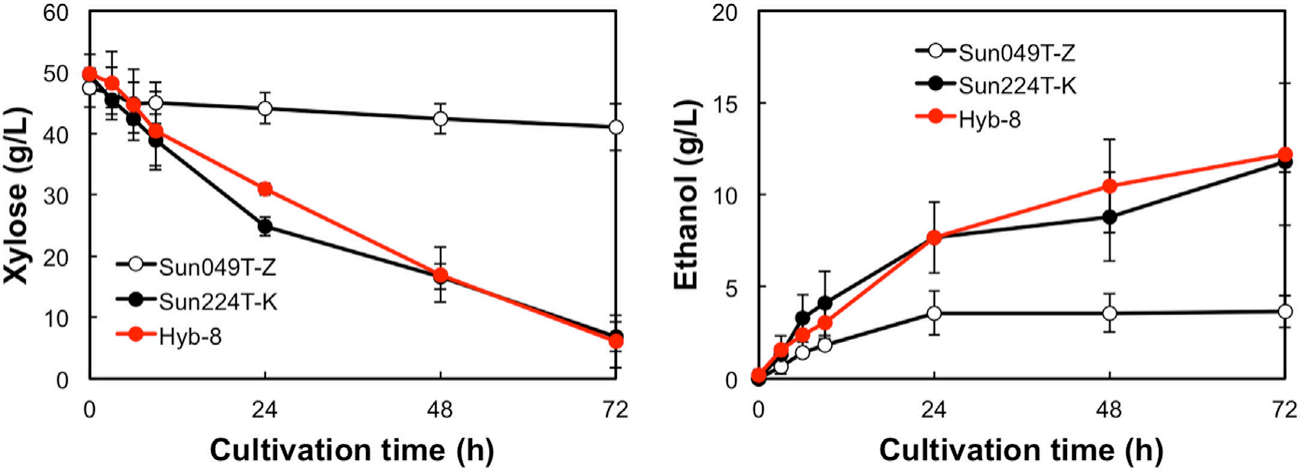
Time course of ethanol production from xylose at 30°C with 20 mM acetic acid and 15 mM formic acid. Error bars indicate SDs of three independent experiments.

**Figure 5:**
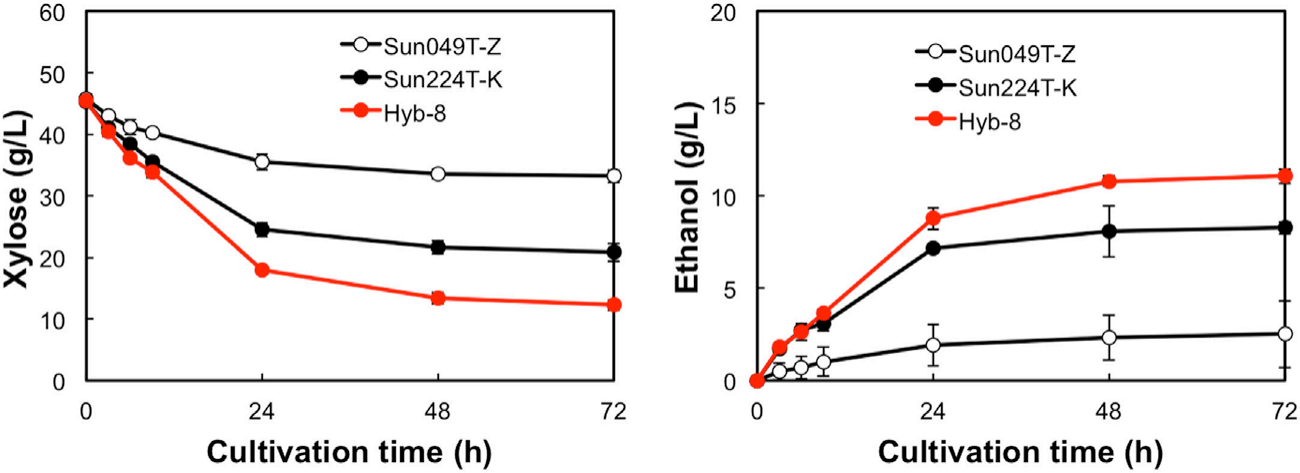
Time course of ethanol production from xylose at 38°C with 20 mM acetic acid and 15 mM formic acid. Error bars indicate SDs of three independent experiments.

### DNA Microarray and qRT-PCR Analyses

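RNA of the hybrid strain Hyb-8 and of its parental strains Sun049T-Z and Sun224T-K was hybridised to 1-colour Agilent yeast arrays, with 3 arrays per strain and 9 in all. The cells were taken 3 h into fermentation of xylose (50 g/L) at 38°C, in medium that held both acetic acid (20 mM) and formic acid (15 mM). The paper states that each microarray sample was analyzed in triplicate, and its text does not say whether the 3 arrays of a strain came from separate fermentations. Each array carried 43792 spots other than controls, for 6256 probes with 7 spots each. The authors deposited the scanner intensities of each array and a table of log2 values processed with GeneSpring. Here the background-subtracted intensity was put on the log2 scale and the 75th percentile of each array was subtracted. Spots marked as outliers by the scanner software were left out, and the spots of a probe were averaged. The intensity at the 75th percentile was 1044, 2758 and 2972 on the Sun049T-Z arrays, 2488, 4830 and 3620 on the Sun224T-K arrays, and 1634, 2188 and 2548 on the Hyb-8 arrays. Between 90.2% and 96.5% of the spots of an array were well above background. Sun049T-Z replicate 1 was lowest in both measures. On this array the median SD between the spots of a probe was 0.324 on the log2 scale, against 0.067 or less on each of the other arrays. A probe was tested where it was well above background on all 3 arrays of at least 1 strain, which kept 5947 probes and left out 309. The strains were compared in one limma fit with Benjamini-Hochberg adjustment over all probes tested. A gene was called at a fold change of at least 2 and an adjusted p under 0.05. The number of arrays limits the precision of each value. The arrays lay on 4 slides, of which slides 2 and 3 held all 3 strains. The sample labels describe Sun224T-K and Hyb-8 as PHO13 deletion strains, and the paper's text does not mention PHO13. The PHO13 probe (YDL236W, chromosome IV) was well above background on all 9 arrays. Its log2 level relative to the 75th percentile was -3.78 ± 0.10 (SD, n = 3) on the arrays labelled Sun049T-Z, -1.56 ± 0.31 on those labelled Sun224T-K and -1.72 ± 0.02 on those labelled Hyb-8. These levels went against the label, and the strain names used with array values are those of the labels.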

To screen for key genes involved in the fermentation performance under heat and acid co-stress, a transcriptomic analysis of hybrid strain Hyb-8 and its parental strains (Sun049T-Z and Sun224T-K) was performed. Genes upregulated in Hyb-8 relative to expression levels in the parental strains during the early phase (3 h) of fermentation at 38°C with 20 mM acetic acid and 15 mM formic acid were identified using DNA microarrays. Only genes with expression levels at least twofold higher than those in both parental strains were taken into consideration. The selected genes are listed in Table 2. DNA microarray revealed that 13 genes were upregulated in Hyb-8 compared to levels in both parental strains. 

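On the arrays, 20 genes were called higher in Hyb-8 than in both parental strains, and 12 of them were among the 13 genes of Table 2. With the adjustment over the list alone all 13 passed, which is not independent evidence because the list was chosen on these samples. For each of the 13 genes, every Hyb-8 array lay above every array of both parental strains. Against 1 parental strain alone, chance gives groups of 3 against 3 without overlap, in either direction, for 10% of genes. The share for Hyb-8 above both parental strains was not computed. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. The count moved most with the threshold on the fold change, to 46 genes at a fold change of at least 1.5. With the slide as a fixed block 11 genes were called, 5 of them from Table 2. Slide 1 held only Sun049T-Z replicate 1 and slide 4 only Hyb-8 replicate 2, so this block takes both arrays out of the comparisons. Over Sun224T-K the log2 fold change of IME1 went from 1.40 to 1.41, ARO10 from 1.16 to 1.18 and DAN4 from 1.13 to 0.82. A call lost with this block thus does not by itself show a slide effect. Without Hyb-8 replicate 2 there were 11 genes, 6 of them from Table 2, and without Sun224T-K replicate 3 there were 13 genes, 7 of them from Table 2.

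**Figure D1:**
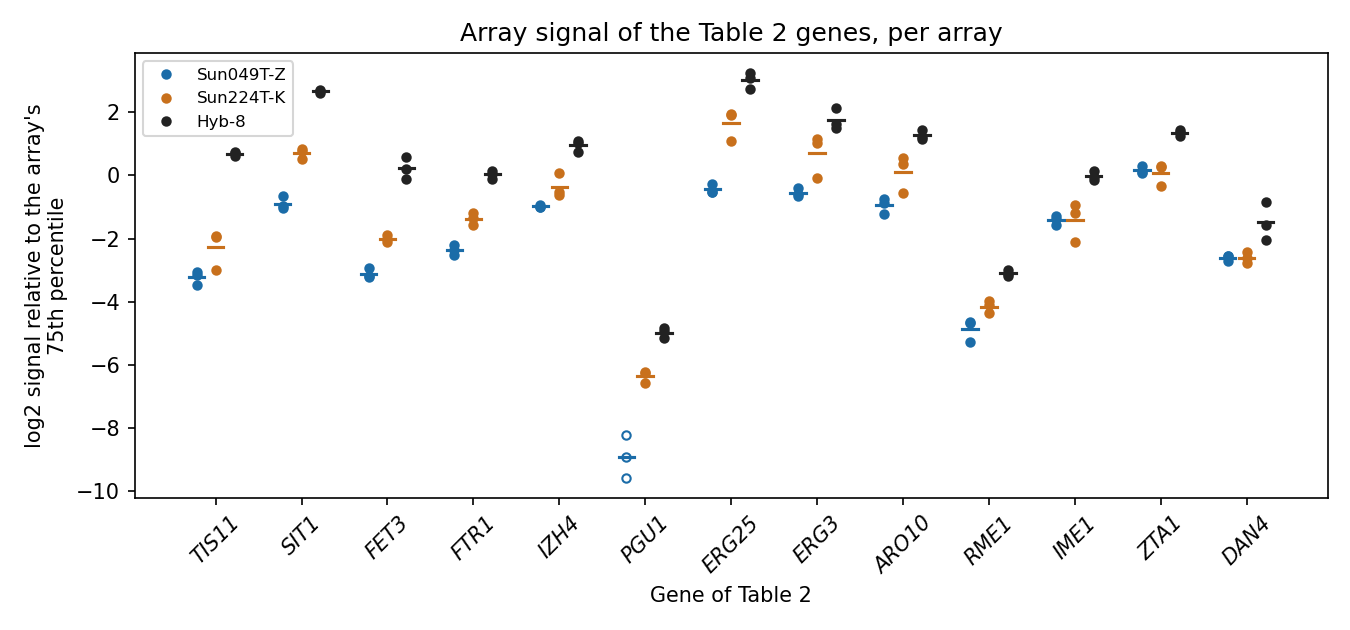
Log2 intensity relative to the 75th percentile of each array (vertical axis) for the 13 genes of Table 2 (horizontal axis), with 1 point per array, a bar at the mean of the 3 arrays of each strain, and open points where the probe was not well above background. The Hyb-8 points lie above the points of both parental strains for each gene.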

Following biological process ontology search using GO Term Finder, we found that 5 of the 13 genes (*TIS11, SIT1, FET3, FTR1*, and *IZH4*) were related to cellular transition metal ion homeostasis (*p*-value = 6.35e−06). 

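TIS11 (YLR136C, chromosome XII) had a log2 level of 0.69 ± 0.07 (SD, n = 3) in Hyb-8, -3.23 ± 0.22 in Sun049T-Z and -2.28 ± 0.62 in Sun224T-K. Its log2 fold change in Hyb-8 was 3.92 over Sun049T-Z (standard error 0.26, adjusted p = 3.24e-06 from limma) and 2.97 over Sun224T-K (standard error 0.26, adjusted p = 0.000451 from limma). SIT1 (YEL065W, chromosome V) was 11.7-fold higher than in Sun049T-Z and 3.88-fold higher than in Sun224T-K. The log2 fold changes of FET3 (YMR058W, chromosome XIII) were 3.34 and 2.22 in the same order. FTR1 (YER145C, chromosome V) was 5.23-fold and 2.64-fold higher. IZH4 (YOL101C, chromosome XV) had the smallest increases of these 5 genes, 3.82-fold over Sun049T-Z and 2.49-fold over Sun224T-K (adjusted p = 2.13e-05 and 0.00459 from limma). With the slide as a fixed block, the increase of IZH4 over Sun224T-K no longer passed. The paper's qRT-PCR gave a smaller increase over Sun049T-Z for each of these 5 genes, close to no change for FET3 and FTR1. Over Sun224T-K its increase was larger for TIS11 and smaller for SIT1, FET3 and FTR1, and IZH4 was slightly lower in Hyb-8. In a list of 29 genes of the iron regulon, 27 were tested, and 4 of these, TIS11, SIT1, FET3 and FTR1, were called higher than in both parental strains (Fisher's exact test against all genes tested, one-sided, p = 1.55e-06). This overlap is not independent evidence, because the list was written with Table 2 known, and the tests of the list include these 4 genes. The median log2 fold change of the list over Sun224T-K was 0.64, with 24 of 27 genes above 0 (limma camera, adjusted p = 8.16e-12 over 10 list comparisons). The size of this p rests on camera's preset correlation of 0.01. With the correlation estimated, at 0.0654, the adjusted p from camera was 0.027. The list also passed with fry (adjusted p = 8.86e-05), which tests for a change of the list without comparing it with other genes. Over Sun049T-Z the median was 0.42, with 21 of 27 genes above 0, and passed by fry but not by camera (adjusted p = 0.0539 from limma), nor with an estimated correlation. The mean was 0.068, with 8 genes called higher and 4 called lower. The 4 were FRE3 and FIT2, which were not well above background on any Hyb-8 array, FIT3, which was on 2 of 3, and VHT1 (-1.73), so the mean rests in part on fitted values without order. By camera it passed with the normexp background, with the median shift between arrays, with the authors' processed values and with probes well above background on all arrays. It also passed without Sun049T-Z replicate 1, Sun224T-K replicate 1, Hyb-8 replicate 3 or Hyb-8 replicate 2, where the median was 0.60. From the increased expression of the 5 genes, the paper proposes that intracellular pools of metal ions are involved in the stress tolerances of Hyb-8.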

Genes responsible for sterol biosynthesis, *ERG25* (C-4 methyl sterol oxidase) and *ERG3* (C-5 sterol desaturase), were also upregulated in Hyb-8. In addition, increased expression of genes encoding endo-polygalacturonase (*PGU1*), phenylpyruvate decarboxylase (*ARO10*), zinc finger protein involved in control of meiosis (*RME1*), master regulator of meiosis (*IME1*), NADPH-dependent quinone reductase (*ZTA1*), and cell wall mannoprotein (*DAN4*) was observed in Hyb-8.

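ERG25 (YGR060W, chromosome VII) had a log2 level of 3.02 ± 0.26 (SD, n = 3) in Hyb-8, -0.43 ± 0.14 in Sun049T-Z and 1.65 ± 0.48 in Sun224T-K. Its log2 fold change was 3.44 over Sun049T-Z (adjusted p = 3.24e-06 from limma) and 1.37 over Sun224T-K (adjusted p = 0.0129 from limma). The increase over Sun224T-K no longer passed with the slide as a fixed block, or without Hyb-8 replicate 2, where the log2 fold change was 1.26. ERG3 (YLR056W, chromosome XII) had a log2 level of 1.76 ± 0.33 in Hyb-8, -0.55 ± 0.13 in Sun049T-Z and 0.70 ± 0.69 in Sun224T-K. Its log2 fold change over Sun049T-Z was 2.31 (adjusted p = 0.00019 from limma). Over Sun224T-K it was 1.06 (standard error 0.30, adjusted p = 0.0761 from limma), so ERG3 was not called in this comparison. It was called when the arrays were scaled to ACT1, where the log2 fold change was 1.22. The unadjusted p of this comparison was 0.00654 in the limma fit. With each array left out in turn, this log2 fold change lay between 0.66 and 1.29. For both ERG25 and ERG3 the paper's qRT-PCR gave smaller increases over each parental strain than the arrays.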

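ARO10 (YDR380W, chromosome IV) had a log2 level of 1.27 ± 0.15 (SD, n = 3) in Hyb-8, -0.95 ± 0.24 in Sun049T-Z and 0.11 ± 0.60 in Sun224T-K. Its log2 fold change was 2.22 over Sun049T-Z (adjusted p = 0.000104 from limma) and 1.16 over Sun224T-K (adjusted p = 0.0372 from limma). The increase over Sun224T-K passed in 2 of the 9 fits that each left out 1 array, and was 0.82 without Sun224T-K replicate 2. It did not pass with each pair of strains fitted alone or with the slide as a fixed block. Within slides 2 and 3, ARO10 was 2.74-fold and 1.76-fold higher in Hyb-8 than in Sun224T-K.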

**Table 2:** Upregulated genes in Hyb-8 compared to both Sun049T-Z and Sun224T-K under heat and acid co-stress.

Gene	Synthetic name	Description	Gene ontology term for biological processes	Fold change^a^	
				Vs. Sun049T-Z	Vs. Sun224T-K
*TIS11*	YLR136C	mRNA-binding protein during iron starvation	Cellular transition metal ion homeostasis	14.8	7.8
*SIT1*	YEL065W	Ferrioxamine B transporter	Cellular transition metal ion homeostasis	11.5	3.9
*FET3*	YMR058W	Ferro-O_2_-oxidoreductase	Cellular transition metal ion homeostasis	9.9	4.7
*FTR1*	YER145C	High affinity iron permease	Cellular transition metal ion homeostasis	5.1	2.6
*IZH4*	YOL101C	Membrane protein involved in zinc ion homeostasis	Cellular transition metal ion homeostasis	3.7	2.5
*PGU1*	YJR153W	Endo-polygalacturonase		15.0	2.6
*ERG25*	YGR060W	C-4 methyl sterol oxidase		10.6	2.6
*ERG3*	YLR056W	C-5 sterol desaturase		4.9	2.1
*ARO10*	YDR380W	Phenylpyruvate decarboxylase		4.6	2.2
*RME1*	YGR044C	Zinc finger protein involved in control of meiosis		3.3	2.1
*IME1*	YJR094C	Master regulator of meiosis		2.6	2.6
*ZTA1*	YBR046C	NADPH-dependent quinone reductase		2.2	2.4
*DAN4*	YJR151C	Cell wall mannoprotein		2.1	2.1

*^a^All fold changes were significant with p-value < 0.0.5*.

To validate the microarray data, transcript levels of genes associated with metal ion homeostasis (*TIS11, SIT1, FET3, FTR1*, and *IZH4*) and sterol biosynthesis (*ERG25* and *ERG3*) in Hyb-8, and the parental strains were analyzed by qRT-PCR. Although only the expression level of *IZH4* in Hyb-8 was slightly lower than that in Sun224T-K in the qRT-PCR analysis, all the other selected genes were upregulated in Hyb-8 compared to the levels in both parental strains as in the microarray analysis (Table S2 in Supplementary Material).

## Discussion

Xylose-utilizing yeasts with multiple tolerances to high temperature and fermentation inhibitors should be developed for cost-effective SSCF of lignocellulosic materials. In this study, we shuffled the mutagenized genome pools derived from two xylose-assimilating diploid yeasts with different genetic backgrounds (Sun049T-Z and Sun224T-K) by sporulation and mating and isolated the hybrid xylose-assimilating *S. cerevisiae* strain Hyb-8. In ethanol fermentation from 50 g/L xylose, the parental strains Sun049T-Z and Sun224T-K exhibited relatively high fermentation performances under heat stress conditions and acid stress conditions, respectively, while the fermentation performances of these strains were significantly inhibited under the opposing conditions. In contrast, the hybrid strain Hyb-8 maintained high fermentation ability under both these conditions. Furthermore, under heat and acid co-stress, Hyb-8 achieved higher xylose consumption and ethanol production (33.1 ± 0.6 and 11.1 ± 0.4 g/L at 72 h, respectively) than those of both parental strains (Figure 5). The ethanol yield of this hybrid strain was approximately 0.33 g/g xylose consumed. These results suggest that Hyb-8 inherited desirable traits from both parental strains and demonstrates strong potential for cost-effective SSCF of lignocellulosic materials.

Recently, many researchers have reported the development of yeasts with tolerances against a single harsh condition using the genome shuffling technique (Steensels et al., 2014). However, because of the genetic complexity of these tolerances, the development of robust yeasts possessing tolerances to both high temperature and acids has only been reported in a few cases (Zheng et al., 2011b; Lu et al., 2012). Moreover, to our knowledge, the application of genome shuffling to improve the fermentation performance of xylose-assimilating *S. cerevisiae* under multiple stress conditions has not been reported.

We also performed genome-wide DNA microarray analysis of Hyb-8 and its parental strains to screen for genes that might be important in ethanol fermentation under heat and acid co-stress. Interestingly, the following five genes associated with cellular transition metal ion homeostasis were found to be significantly up-regulated in Hyb-8: mRNA-binding protein during iron starvation (*TIS11*), ferrioxamine B transporter (*SIT1*), ferro-O_2_-oxidoreductase (*FET3*), high-affinity iron permease (*FTR1*), and membrane protein involved in zinc ion homeostasis (*IZH4*). The increased expression of these genes was also indicated in qRT-PCR analysis except for *IZH4*. Although the relationships between these genes and tolerances to fermentation inhibitors and high temperature have not been reported, this result suggests that intracellular pools of metal ions are involved in the multiple stress tolerances of Hyb-8. Ismail et al. (2014) reported that supplementation of three metal ions (Zn^2+^, Mg^2+^, and Ca^2+^) increased the tolerance of *S. cerevisiae* toward acetic acid stress. In addition, Bellí et al. (2004) reported that a group of genes implicated in metal ion homeostasis, including *TIS11, SIT1*, and *FTR1*, was induced in Δ*grx5* cells, which are models for studying the influence of continuous oxidative stress on gene expression. During fermentation, yeast cells are exposed to oxidative stress caused by reactive oxygen species, which are respiratory byproducts that damage various cellular components (Hori et al., 2009). Recently, Lertwattanasakul et al. (2015) reported the transcriptomic analysis of the thermotolerant and xylose-fermenting yeast *Kluyveromyces marxianus* DMKU 3-1042 under different growth conditions and indicated that oxidative stress response genes were highly induced under both high temperature (45°C) and xylose-utilizing conditions compared to levels under glucose-utilizing conditions at 30°C. Based on their results, they speculated that oxidative stress increases and accumulates under high temperature and xylose-utilizing conditions in yeast. The increased expression of the genes described above in Hyb-8 may play a crucial role in maintaining its high xylose fermentation ability under multiple stress conditions by reducing oxidative stress. Hyb-8 also exhibited enhanced expression of *ZTA1*, encoding NADPH-dependent quinone reductase, and this gene has also been suggested to be associated with the oxidative stress response in *S. cerevisiae* (Fernández et al., 2007).

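ZTA1 (YBR046C, chromosome II) had a log2 level of 1.35 ± 0.09 (SD, n = 3) in Hyb-8, 0.16 ± 0.13 in Sun049T-Z and 0.08 ± 0.36 in Sun224T-K. Its expression was 2.27-fold higher than in Sun049T-Z (adjusted p = 0.000306 from limma) and 2.40-fold higher than in Sun224T-K (adjusted p = 0.0045 from limma). The increase over Sun224T-K no longer passed with the slide as a fixed block. A list of 25 genes of the oxidative stress response, ZTA1 included, did not pass by camera in either comparison. Its median log2 fold change was -0.35 over Sun049T-Z, with 9 genes above 0 (adjusted p = 0.229 from limma), and this fall passed by fry. Over Sun224T-K the median was -0.0049, with 12 genes above 0 (adjusted p = 0.357 from limma), and its sign changed with the median shift between arrays and without Sun224T-K replicate 3, where it was 0.007.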

Hyb-8 also exhibited elevated gene expression in the ergosterol biosynthesis pathway, i.e., *ERG25* (C-4 methyl sterol oxidase) and *ERG3* (C-5 sterol desaturase) in both DNA microarray and qRT-PCR analyses. 

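The 24 genes of a list of ergosterol biosynthesis, ERG25 and ERG3 included, had a median log2 fold change of 0.16 over Sun224T-K, with 19 genes above 0 (limma camera, adjusted p = 0.0152). This increase no longer passed with the normexp background, or without Hyb-8 replicate 1, where the median was 0.160. Over Sun049T-Z the median was 0.31, with 17 genes above 0, and the list did not pass by camera (adjusted p = 0.0617 from limma), though it did without Sun224T-K replicate 1, at an unchanged median. Both comparisons passed by fry, and neither passed with an estimated correlation. Of the 24 genes, 1 was called higher in Hyb-8 than in Sun224T-K, and 6 were called higher and 2 lower than in Sun049T-Z.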

Ergosterol is the major sterol in the yeast cell membrane, and the ratio, composition, and structure of sterols affect the fluidity of membranes (Dufourc, 2008; Caspeta et al., 2014). Vanegas et al. (2012) reported that increased ergosterol content strengthens the membrane structure and could improve ethanol tolerance in yeast. Caspeta et al. (2014) reported the increased expression of genes involved in ergosterol biosynthesis in thermally adapted *S. cerevisiae* strains. Sterol biosynthesis is an oxygen-requiring pathway, and anaerobically grown yeast cells are auxotrophic for ergosterol (Parks and Casey, 1995). Although sterol composition analyses of Hyb-8 and its parental strains are needed, the enhanced expression of *ERG25* and *ERG3* may contribute to the high fermentation ability of Hyb-8 by maintaining cell membrane homeostasis under microaerobic and multiple stress conditions.

The increased expression of *ARO10*, encoding phenylpyruvate decarboxylase, which is involved in amino acid metabolism, was also observed in Hyb-8. This enzyme is reported to play a major role in aromatic amino acid catabolism *in vivo* (Kneen et al., 2011). These amino acids are important for organic acid tolerance because the transport of these amino acids may be inhibited in the presence of organic acids (Bauer et al., 2003). Li and Yuan (2010) reported that several genes involved in tryptophan metabolism in *S. cerevisiae* were upregulated in response to acetic acid addition.

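The PGU1 probe (YJR153W, chromosome X) was not well above background on any Sun049T-Z array, so only a bound can be given for this comparison. The mean of the Hyb-8 arrays was set against the mean, over the Sun049T-Z arrays, of the higher of the probe's own signal and the lowest signal among probes well above background. By this bound PGU1 was at least 4.31-fold higher in Hyb-8 than in Sun049T-Z. The bound did not hold with the normexp background, where the fitted difference was smaller, 2.05-fold, and PGU1 was still called. Over Sun224T-K the log2 fold change of PGU1 was 1.37 (adjusted p = 0.0267 from limma). It passed in 2 of the 9 fits that each left out 1 array and did not pass with the normexp background, where it was 0.98. RME1 (YGR044C, chromosome VII) had log2 fold changes of 1.77 over Sun049T-Z (adjusted p = 3.74e-05 from limma) and 1.06 over Sun224T-K (adjusted p = 0.0128 from limma). The latter was 0.99 after quantile normalization, 0.94 with the normexp background and 0.95 without Sun224T-K replicate 2, below the 2-fold threshold, and did not pass with the slide as a fixed block. It passed in 5 of the 9 fits with 1 array left out, and was also lost without Sun224T-K replicate 3, Hyb-8 replicate 2 or Hyb-8 replicate 3. IME1 (YJR094C, chromosome X) had a log2 level of -0.008 ± 0.14 (SD, n = 3) in Hyb-8, -1.42 ± 0.14 in Sun049T-Z and -1.41 ± 0.62 in Sun224T-K. Its log2 fold change over Sun224T-K was 1.40 (adjusted p = 0.0197 from limma) and passed in 5 of the 9 fits with 1 array left out, but not with the slide as a fixed block. Without Hyb-8 replicate 1, where it was lost, it was 1.32. DAN4 (YJR151C, chromosome X) had log2 fold changes of 1.12 over Sun049T-Z and 1.13 over Sun224T-K (adjusted p = 0.00424 and 0.0372 from limma), with an SD of 0.60 between the Hyb-8 arrays. Without Hyb-8 replicate 2 these were 0.80 and 0.81, below the 2-fold threshold, and the increase over Sun224T-K passed in 2 of the 9 fits. In gene order, DAN4 lies next to DAN1, which was called lower in Hyb-8 than in both parental strains, and PGU1 next to YJR154W, which was called higher. With the normexp background the calls of DAN4, DAN1, PGU1 and YJR154W against both parental strains were lost.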

In the present study, genes encoding endo-polygalacturonase (*PGU1*), zinc finger protein involved in control of meiosis (*RME1*), master regulator of meiosis (*IME1*), and cell wall mannoprotein (*DAN4*) were also upregulated in Hyb-8. Although the individual roles of these genes are unclear, their enhanced expression may play a role in the multiple stress tolerances and/or xylose fermentation ability of Hyb-8. For instance, Satomura et al. (2013) reported that *RME1* was upregulated in the thermally adapted *S. cerevisiae* strain YK60-1 compared to levels in its parental strain, MT8-1.

In this study, we developed a novel xylose-utilizing *S. cerevisiae* strain with improved fermentation ability under heat and acid co-stress using the genome shuffling technique. The shuffled strain Hyb-8 successfully inherited desirable traits from both parental strains and showed high xylose fermentation ability under heat and acid co-stress. Although further investigations are necessary, Hyb-8 has strong potential for cost-effective SSCF of lignocellulosic materials. Moreover, genome-wide DNA microarray analysis revealed the unique transcriptomic profile of Hyb-8 under co-stress conditions. 

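Against Sun049T-Z, 557 genes were called higher and 541 lower in Hyb-8. Against Sun224T-K, 51 genes were called higher and 23 lower. The number higher than in Sun224T-K was 88 without Sun224T-K replicate 1, 31 without Sun224T-K replicate 2 and 29 without Hyb-8 replicate 3. The root mean square log2 difference between a Hyb-8 array and a Sun224T-K array had a median of 0.398 over 9 pairs of arrays, against 1.032 between Hyb-8 and Sun049T-Z arrays. Between arrays of the same strain the difference lay between 0.222 and 0.505. Of the genes called between the parental strains, 66.8% had a mean level in Hyb-8 between the means of both parental strains. This share counts genes close to either parent, so it does not show a level midway between them. Over the 269 genes called between the parental strains at a fold change of at least 4, 97.4% were nearer to Sun224T-K. Their median position in Hyb-8 was 0.95, where 0 is the mean of Sun049T-Z and 1 that of Sun224T-K.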

The transcriptome data derived from this study will be useful in understanding the mechanisms of multiple tolerances to high temperature and acids in yeast and facilitate the development of robust yeast strains for SSCF.

## Author Contributions

KI involved in the study design and wrote the manuscript. RI carried out genome shuffling, fermentation, and microarray experiments. TB trained RI to conduct microarray analysis and performed statistical analysis of the data. TH participated in the design of the study and corrected the manuscript. AK conceived and designed the study and corrected the manuscript. All authors read and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Improvement of Xylose Fermentation Ability under Heat and Acid Co-Stress in Saccharomyces cerevisiae Using Genome Shuffling Technique
**Source:** Front Bioeng Biotechnol. 2017 Dec 20;5:81. doi: 10.3389/fbioe.2017.00081
**Supplement:** Supplementary file 1

Supplementary Material

Improvement of xylose fermentation ability under heat and acid co-stress in *Saccharomyces cerevisiae* using genome shuffling technique

Kentaro Inokuma, Ryo Iwamoto, Takahiro Bamba, Tomohisa Hasunuma, Akihiko Kondo^*^

# Supplementary Table S1

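Primers in Table S1 amplify the transcripts measured by qRT-PCR, in which the level of a gene is set against that of a reference gene. The table includes primers for ACT1. On the arrays, ACT1 (YFL039C, chromosome VI) had a log2 level of 2.85 ± 0.12 (SD, n = 3) in Sun049T-Z, 3.17 ± 0.10 in Sun224T-K and 3.01 ± 0.10 in Hyb-8. Its log2 fold change in Hyb-8 was 0.16 over Sun049T-Z (adjusted p = 0.232 from limma) and -0.16 over Sun224T-K (adjusted p = 0.421 from limma). Between the parental strains it was 0.32 higher in Sun224T-K (adjusted p = 0.0282 from limma).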

Primers used in qRT-PCR.

| Name | Sequence |
| --- | --- |
| *TIS11*-RT-F | GGTGAAAAGCCAAGTGCAGG |
| *TIS11*-RT-R | GTCCGTGAGCAAACTGACAC |
| *STI1*-RT-F | CGGCTGTAGGCCAGATCTTC |
| *STI1*-RT-R | CGCTTGCGACTCAATGATGG |
| *FET3*-RT-F | GAAGTCCAGCCCGATACGAC |
| *FET3*-RT-R | TACCGTCGATTTCGACCACG |
| *FTR1*-RT-F | TGATCTCCGCCGGTCTTTTC |
| *FTR1*-RT-R | ATTACCATCACCGCCTTCGG |
| *IZH4*-RT-F | AGTGTGTTGTTCCTTGCCAC |
| *IZH4*-RT-R | ACCAAAGCCACAAGTTCCCA |
| *ERG25*-RT-F | GCGCTGAACACCACGATTTG |
| *ERG25*-RT-R | GGAGGCCTTAGCTTCTGGAC |
| *ERG3*-RT-F | TCGCTATTGCCTCGTTCCAG |
| *ERG3*-RT-R | CACGTAGCTGAGACTAGCCG |
| *ACT1*-RT-F | TGGATTCCGGTGATGGTGTT |
| *ACT1*-RT-R | TCAAAATGGCGTGAGGTAGAGA |

# Supplementary material for: Improvement of Xylose Fermentation Ability under Heat and Acid Co-Stress in Saccharomyces cerevisiae Using Genome Shuffling Technique
**Source:** Front Bioeng Biotechnol. 2017 Dec 20;5:81. doi: 10.3389/fbioe.2017.00081
**Supplement:** Supplementary file 2

Supplementary Material

Improvement of xylose fermentation ability under heat and acid co-stress in *Saccharomyces cerevisiae* using genome shuffling technique

Kentaro Inokuma, Ryo Iwamoto, Takahiro Bamba, Tomohisa Hasunuma, Akihiko Kondo^*^

# Supplementary Table S2

Comparison of fold change in gene expression levels in Hyb-8 between DNA microarray and qRT-PCR analyses

| Gene | Fold change in DNA microarray | |  | Fold change in qRT-PCR | |
| --- | --- | --- | --- | --- | --- |
|  | Vs. Sun049T-Z | Vs. Sun224T-K |  | Vs. Sun049T-Z | Vs. Sun224T-K |
| *TIS11* | 14.8 (1.23e-08)^a^ | 7.8 (1.55e-05) |  | 8.2 (4.86e-05) | 10.3 (4.33e-05) |
| *SIT1* | 11.5 (7.05e-08) | 3.9 (7.67e-07) |  | 2.5 (1.03e-05) | 2.8 (1.52e-06) |
| *FET3* | 9.9 (6.44e-07) | 4.7 (5.43e-06) |  | 1.1 (2.03e-02) | 3.6 (1.25e-05) |
| *FTR1* | 5.1 (9.91e-07) | 2.6 (1.76e-05) |  | 1.2 (6.31e-03) | 2.4 (9.71e-05) |
| *IZH4* | 3.7 (1.66e-06) | 2.5 (2.85e-04) |  | 1.6 (2.05e-03) | 0.7 (3.35e-03) |
| *ERG25* | 10.6 (1.78e-07) | 2.6 (1.08e-03) |  | 1.8 (3.78e-05) | 1.9 (1.50e-04) |
| *ERG3* | 4.9 (5.84e-06) | 2.1 (1.77e-02) |  | 2.0 (4.16e-04) | 1.5 (4.03e-04) |

^a^*p*-values are shown in parentheses

How the deposited data were processed for this re-analysis (not part of the article)

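Transcripts of Sun049T-Z, Sun224T-K and Hyb-8 were measured on 3 1-colour Agilent arrays per strain, 3 h into fermentation under heat and acid co-stress. The authors deposited the scanner output of each array, in which the spot values are intensities on a linear scale, with the background subtracted by the scanner software. The authors also deposited a table of log2 values made with GeneSpring GX. Set against the scanner values, this table was shifted to the 75th percentile of each array and centred for each probe on the median of the 9 arrays. Fermentation and qRT-PCR measurements were not analysed here.

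The scanner values were read in R 4.3.3. Control spots and spots marked as outliers were left out, the log2 intensity minus the 75th percentile of its array was averaged over the 7 spots of a probe, and each systematic gene name had 1 probe. Of the 6256 probes, 5756 matched a locus tag in a gene table of assembly R64, which was used for names only, and 500 kept the name in the files. Chromosomes and neighbouring genes were taken from the systematic names. Tests used limma 3.58.1 (lmFit and eBayes) over all 9 arrays, with the strain as the only term. Genes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05, in both comparisons for genes higher or lower than in both parental strains. Lists of the iron regulon, the zinc regulon, ergosterol biosynthesis, the oxidative stress response and haploid-specific genes were tested with limma camera at a preset correlation of 0.01, with an estimated correlation, and with fry, and their p-values were adjusted together. Camera sets a list against the other genes tested, whereas fry asks only whether the list itself changed. Against Sun049T-Z, where 1098 genes were called, fry passed for every list but the haploid-specific genes. Chromosome medians were set against 10000 random gene sets. The signal over background and the number of arrays limit the precision.

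The test was checked on simulated arrays with 5947 genes and the spread of the real arrays. Of 200 genes raised by 2 log2 units in Hyb-8 over both parental strains, 94.5% were called, with 0 of the unchanged genes called by limma. In 20 simulated sets without change, whose comparisons shared the Hyb-8 arrays, 0 genes were called higher and 0 lower than in both parental strains. Of the Table 2 genes, only TIS11 and FET3 changed by as much as 2 log2 units over Sun224T-K. The share called thus does not hold for the smaller changes near the 2-fold threshold. Both parental strains were simulated at the same level with noise independent between genes. Deviations that the genes of an array share were therefore not covered.

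The tests, lists, alternatives and the rule for the genes named were set before the data were examined, except where the text says otherwise. The rule takes the genes of Table 2, PHO13, HO, XKS1 and ACT1. Outside Table 2 it takes the 5 genes higher and the 5 lower than in both parental strains with the largest smaller change, the 3 largest changes each way between the parental strains, and members of the lists. Genes named for their place next to each other were chosen after their values were seen. HO was well above background on 2 of the 9 arrays and was not tested. The alternatives concerned the background correction, the normalization, the filter on dim probes, marked and saturated spots, the p-value, the moderated test, the arrays in the fit, the replicate number or the slide as a block, and each array left out. The normexp background, with an offset of 50, was computed from the median spot intensity.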

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

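The tests of the slide, of the splits that keep the Sun049T-Z arrays together, of array sensitivity, of a haploid set, of neighbouring genes, of a mislabelled strain and of chromosome IX were chosen after the results were seen.

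The paper does not discuss 8 of the 20 genes called higher in Hyb-8 than in both parental strains. SOA1 (YIL166C) was 9.31-fold above Sun049T-Z and 5.11-fold above Sun224T-K (adjusted p = 2.87e-06 and 0.000477 from limma). SPS100 (YHR139C), YGL072C, YEL067C and PUG1 (YER185W) followed, with log2 fold changes over Sun224T-K of 2.01, 1.62, 1.54 and 1.15. The increase of SPS100 over Sun224T-K was not called with the slide as a fixed block (1.77). That of PUG1 over Sun224T-K was called in 4 of the 9 fits with 1 array left out and was 1.03 without Sun224T-K replicate 3, and over Sun049T-Z it was 0.92 with the normexp background. Of 100 splits of the 9 arrays into groups of 3, 1, the real one, gave as many genes as the 20. The Sun049T-Z arrays stayed in 1 group in 4 of the 100, and mixing them with others widens the spread within groups. With the Sun049T-Z arrays kept together, the other 6 arrays can be grouped in 10 ways. The 9 that mix Hyb-8 and Sun224T-K arrays, each counted with either group in the place of Hyb-8 (18 splits), gave 0 genes higher and 0 lower, but 10 groupings are too few to exclude chance. With the slide as a fixed block, 11 genes were called, which argues against the slide as the whole source. The largest shift of a nuclear chromosome median between Hyb-8 and Sun224T-K was -0.046 and the 20 genes lay on 10 chromosomes, which argues against a whole-chromosome gain in Hyb-8. A difference in the genomes of the strains stays open.

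The paper does not report genes lower in Hyb-8 than in both parental strains, and 13 were called. EST1 (YLR233C) had log2 fold changes of -3.10 against Sun049T-Z and -4.62 against Sun224T-K (adjusted p = 5.73e-07 and 5.5e-07 from limma) and was well above background on 2 of the 3 Hyb-8 arrays. HXT9 (YJL219W) had -7.03 and -3.04, YJR149W had -2.27 and -2.05, and SDH9 (YJL045W) had -2.20 and -1.60. With the normexp background the falls were smaller for EST1 (-1.47 and -2.62) and HXT9 (-5.70 and -1.985), and both genes were still called. The size of these falls thus depends on the background correction. DAN1 (YJR150C) was well above background on 2 of the 3 Sun224T-K arrays and not on any Hyb-8 array. It was at least 3.42-fold higher in Sun049T-Z and at least 1.93-fold higher in Sun224T-K than in Hyb-8. The sign of its log2 fold change against Sun224T-K changed with the normexp background, to 0.019, and the call was lost with the slide as a fixed block (-2.07) and without Sun224T-K replicate 3 (-1.89), Hyb-8 replicate 2 (-2.05) or Hyb-8 replicate 3 (-1.91). Against Sun049T-Z its log2 fold change with the normexp background was -0.71, which was not called and is a smaller difference than the 3.42-fold above. Of 100 splits of the 9 arrays, 1, the real one, gave as many genes. The 18 splits that keep the Sun049T-Z arrays together and mix those of Hyb-8 and Sun224T-K gave 0, but for the same reason chance cannot be excluded by splits. With the Hyb-8 and Sun224T-K arrays exchanged, 7 genes were higher and 20 lower. Sun224T-K was thus itself lower than both other strains for 20 genes, more than the 13 of Hyb-8. With the slide as a fixed block 8 genes were called, which argues against the slide as the whole source. A sequence variant under a probe stays open, since no sequence of the strains was analysed here.

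The paper does not report the comparison between the parental strains, in which 1194 genes were called. Among the genes with large fitted increases in Sun224T-K, ENA5 and MAL13 were not well above background on any Sun049T-Z array and AVL9 was on 1. Among those with large fitted falls, YOR385W, FRE3 and PHR1 were not well above background on any Sun224T-K array, so the sizes of these changes have no order. Of the 10 splits of these 6 arrays 1, the real one, gave as many genes, and the design cannot give a share below that, so chance cannot be excluded by splits alone. The same holds for the 1098 genes between Hyb-8 and Sun049T-Z and for the 74 between Hyb-8 and Sun224T-K. The different genetic backgrounds of the strains, which the paper describes, stay open as an untested explanation.

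Of 29 genes well above background on all Sun049T-Z arrays and on no Sun224T-K array, 28 were not well above background on any Hyb-8 array. With each array left out in turn the number was between 28 and 36. Of 31 genes with the opposite pattern in the parental strains, all 31 were well above background on at least 2 Hyb-8 arrays, which argues against a lower sensitivity of the Hyb-8 arrays. Chosen on slide 2 alone, 59 genes were well above background on the Sun049T-Z array and on neither Sun224T-K array. On slide 3, 45 of these were well above background in Sun049T-Z and not in Hyb-8, 0 in Hyb-8 and not in Sun049T-Z, and 12 in both, which argues against the slide. A full haploid set of Sun049T-Z, expressed in Hyb-8 as in that parent, would leave a difference of about 1 log2 unit, whereas the median bound on the difference over the 29 genes was 2.16, with 23 above 1. Of the 29 genes, 28 lie on nuclear chromosomes, and of these 10 lay next to another of the set, against a median of 0 in 10000 random sets (permutation test, one-sided, p = 1e-04, the smallest these sets can give). Examples, chosen after their values were seen, are FRE3 with FIT2 and YOR385W with PHR1. Segments missing or diverged in Sun224T-K and Hyb-8 are a candidate explanation, as a hypothesis, and neighbouring genes regulated together were not tested. A mislabelled strain cannot be told apart from this. The HO probe, at the locus of the markers, was well above background on 2 arrays only. By the paper's genotypes each parental strain also carries a disrupted copy of HO, so this probe could not separate the parental strains.

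The median of the 216 tested genes of chromosome IX was 0.536 log2 units higher in Hyb-8 than in Sun049T-Z, relative to all genes, and it was 0.536 higher in Sun224T-K. Of 10000 random gene sets, 0 lay as far out in either comparison. The shift was 0.537 after quantile normalization, which argues against the normalization between arrays as its source, and 0.425 with the normexp background. Within slides 2 and 3 the shift in Hyb-8 was 0.544 and 0.548, which argues against the slide. Over 10 consecutive stretches of genes the median shift lay between 0.293 and 0.927 in Hyb-8 and between 0.134 and 0.91 in Sun224T-K, and in Hyb-8 the left and right arms were at 0.552 and 0.461. A different copy number of chromosome IX is a candidate explanation, as a hypothesis, and a ratio of 3 copies to 2 would give 0.585. Copy number was not measured by these arrays.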

How the results depend on the processing

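The alternatives for the position of Hyb-8, the genes detected in 1 parental strain and the genes named outside Table 2 were chosen after the results were seen. Of 596 alternative values of the 26 fold changes of Table 2 genes, 0 changed direction and 547 stayed on the same side of the threshold. For 10 genes named outside Table 2, 442 of 456 values did. Each gene has 1 probe, so testing each probe alone moved nothing. Unless stated, the cause was not tested.

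With the normexp background, 13 genes were higher and 7 lower than in both parental strains, 14 were lower than in Sun224T-K, and 371 were higher in Sun224T-K than in Sun049T-Z. PGU1 (0.98) and RME1 (0.94) over Sun224T-K and DAN4 over Sun049T-Z (0.96) no longer passed, and DAN1 against Sun224T-K changed sign (0.019). The share of genes between the parental strains was 73.6%, the chromosome IX shift 0.425 and the median position of Hyb-8 0.914. The iron list over Sun049T-Z (0.38) and the haploid-specific genes over Sun224T-K (0.36) passed, and the ergosterol list over Sun224T-K (0.15) did not.

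After quantile normalization RME1 over Sun224T-K was at 0.99, the share between the parental strains was 64%, the position was 0.97, and the haploid-specific genes over Sun049T-Z changed sign (0.028). With the median shift the iron list over Sun049T-Z passed (0.375), the oxidative stress list over Sun224T-K changed sign (0.006), and the position was 0.946. With the authors' processed values the iron list over Sun049T-Z passed (0.39). The share was 67.8% with no filter on dim probes. It was 66% over probes well above background on all arrays, where the iron list over Sun049T-Z passed (0.62).

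Scaling to ACT1 moves all genes by the change of ACT1, 0.32 between the parental strains. Then 23 genes were higher and 9 lower than in both parental strains (20 and 13 without it), 418 higher and 713 lower than in Sun049T-Z (557 and 541), 91 higher and 17 lower than in Sun224T-K (51 and 23), and 336 higher and 1069 lower in Sun224T-K than in Sun049T-Z (560 and 634). ERG3 over Sun224T-K passed (1.22), DAN4 over Sun049T-Z did not (0.964), and XKS1 over Sun224T-K changed sign (0.096).

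Genes higher than in Sun224T-K numbered 81 at an unadjusted p and 94 at fold change alone. At a fold change of at least 1.5, 46 genes were higher and 46 lower than in both parental strains. With each pair of strains fitted alone, ARO10 (1.16) and DAN4 (1.13) over Sun224T-K no longer passed. With the slide as a fixed block, 11 genes were higher and 8 lower than in both parental strains, and 5 Table 2 genes were called. IZH4 (1.24), ERG25 (1.26), ARO10 (1.18), RME1 (1.03), IME1 (1.41), ZTA1 (1.21) and DAN4 (0.82) over Sun224T-K and DAN4 over Sun049T-Z (0.83) then no longer passed. This block also takes Sun049T-Z replicate 1 and Hyb-8 replicate 2, each alone on its slide, out of the comparisons.

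Deviations of arrays with the same replicate number correlated at a median of 0.016, with 2 of 9 pairs over 0.1, and those with other numbers at 0.015, so the numbers did not pair the arrays. With the replicate block, 16 genes were higher than in both parental strains, and ARO10 (1.16), DAN4 (1.13) and PUG1 (1.15) over Sun224T-K were not called.

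With each array left out in turn, 11 (without Hyb-8 replicate 2) to 21 genes were higher than in both parental strains, 6 to 12 Table 2 genes were called, and 29 (without Hyb-8 replicate 3) to 88 (without Sun224T-K replicate 1) genes were higher than in Sun224T-K. Over Sun224T-K the log2 fold changes ranged from 1.27 to 1.46 for PGU1, 0.82 to 1.38 for ARO10, 0.95 to 1.14 for RME1, 1.04 to 1.63 for IME1, 0.81 to 1.40 for DAN4, 1.09 to 1.52 for ERG25 and -0.26 to 0.011 for PHO13, positive without Sun224T-K replicate 2. DAN4 over Sun049T-Z ranged from 0.80 to 1.40. The share between the parental strains ranged from 61.4% to 69.5% and the position from 0.91 to 0.971. The list medians over Sun049T-Z ranged from 0.37 to 0.60 (iron), 0.21 to 0.40 (ergosterol), 0.11 (without Sun049T-Z replicate 1) to 0.39 (zinc) and -0.18 to 0.031 (haploid-specific, positive without Hyb-8 replicate 1). Over Sun224T-K they ranged from 0.15 to 0.19 (ergosterol), 0.12 to 0.27 (haploid-specific), -0.008 (without Hyb-8 replicate 2) to 0.13 (zinc) and -0.074 to 0.007 (oxidative stress, positive without Sun224T-K replicate 3). Signal over background limits dim probes such as PGU1 and DAN1.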

Differences from the paper's values

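The paper reports 13 genes higher in Hyb-8 than in both parental strains, and 20 were called here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with the normexp background (13), quantile normalization (18), the median shift (18), the authors' processed values (18), probes well above background on all arrays (18), each pair of strains fitted alone (17), the replicate block (16), and the slide as a fixed (11) or random block (19). It was also within that range without Sun049T-Z replicate 2 (16) or 3 (17), without Sun224T-K replicate 2 (16) or 3 (13), and without Hyb-8 replicate 1 (15), 2 (11) or 3 (14). It was not when scaled to ACT1 (23), with no filter on dim probes (20), with outlier spots kept (20), with saturated probes left out (20), at an unadjusted p (22), at fold change alone (24), with limma-trend (20), at a fold change of at least 1.5 (46), without Sun049T-Z replicate 1 (20) or without Sun224T-K replicate 1 (21). The 13 genes called with the normexp background included 9 genes of Table 2, and the 13 called without Sun224T-K replicate 3 included 7.

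The paper lists ERG3 as higher in Hyb-8 than in both parental strains, and here its adjusted p over Sun224T-K was 0.0761 from limma. ERG3 was called at an unadjusted p, at fold change alone and when scaled to ACT1. At an unadjusted p and at fold change alone, all 13 genes of Table 2 were called.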

Other observations

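The tests of neighbouring genes and of the reference gene were chosen after the results were seen.

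PHO13 was well above background on all 6 arrays of the strains labelled as PHO13 deletions, and it was 4.17-fold higher on the arrays labelled Hyb-8 than on those labelled Sun049T-Z (adjusted p = 5.03e-06 from limma). This argues against a complete deletion in the cells on those 6 arrays.

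Over 269 genes called between the parental strains at a fold change of at least 4, the median position of Hyb-8 was 0.95, where 0 is the mean of Sun049T-Z and 1 that of Sun224T-K. It was 0.90 for the 136 genes higher in Sun049T-Z and 0.99 for the 133 higher in Sun224T-K, and 97.4% of the genes were nearer to Sun224T-K. No explanation was tested for this position.

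Of the 33 genes higher or lower in Hyb-8 than in both parental strains, 5 lay next to another of the set, against a median of 0 in 10000 random sets (permutation test, one-sided, p = 6e-04). They were YJR149W and DAN1, which were lower, and DAN4, PGU1 and YJR154W, which were higher, all on the right arm of chromosome X. Changed segments of the genome are a candidate explanation for these 5 genes, as a hypothesis. With the normexp background DAN1, DAN4, PGU1 and YJR154W were no longer called in both comparisons, and of these 5 genes only YJR149W was. The neighbouring pairs among them were thus lost with this background. Its offset of 50 shrinks the fold changes of dim probes such as DAN1, PGU1 and YJR154W, so this loss cannot decide on the hypothesis. The pairs rest on dim probes, and the hypothesis stays untested.

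RME1 and IME1 were higher in Hyb-8 than in both parental strains. Haploid or mating-competent cells in the culture would raise the haploid-specific genes together, and of 17 tested 8 were above 0 over Sun049T-Z (median -0.10, mean -0.0033, limma camera upward, adjusted p = 0.904) and 12 over Sun224T-K (median 0.17, adjusted p = 0.0989 from limma). The median over Sun049T-Z changed sign with quantile normalization and without Hyb-8 replicate 1. Over Sun224T-K the list passed with the normexp background (0.36) and without Sun224T-K replicate 1 (0.19), and its median was 0.017 after quantile normalization. RME1 is itself in the list. Members went both ways, so such cells cannot be told apart from other sources.

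The zinc list, with 16 genes tested, had a median log2 fold change of 0.33 over Sun049T-Z with 9 genes above 0 and of 0.08 over Sun224T-K with 11 above 0. The median over Sun049T-Z was 0.11 without Sun049T-Z replicate 1 and 0.66 with no filter on dim probes, and that over Sun224T-K was -0.008 without Hyb-8 replicate 2. The list did not pass by camera (adjusted p = 0.451 and 0.431 from limma) and passed by fry (adjusted p = 0.000303 and 0.0357). A pass by fry alone does not set the list apart from other genes. XKS1 (YGR194C) had log2 fold changes of -0.09 over Sun049T-Z and -0.07 over Sun224T-K, and the latter changed sign when scaled to ACT1.

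The 15 mitochondrial genes tested were each higher on average in Hyb-8 than in Sun224T-K, by a median of 0.201, 1.07 and 0.487 log2 units relative to all genes on Hyb-8 replicates 1, 2 and 3, and 12, 15 and 11 of them were above 0. Of these 15 genes, 0 were called against Sun224T-K. The mitochondrial genes were left out of the chromosome comparison. Replicate 2 was the only array on slide 4, so this array and its slide cannot be told apart, and no explanation was tested.

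For the 7 genes with qRT-PCR values in the paper, the log2 fold change over Sun049T-Z on the arrays exceeded that of the paper's qRT-PCR by a median of 2.12, and over Sun224T-K by 0.44. With the arrays scaled to ACT1 the median gap over Sun049T-Z was 1.96, which argues against ACT1 as the source of the whole gap. The primers of the SIT1 assay are listed as STI1 in Table S1, and their sequences were not analysed here. On the arrays, STI1 (YOR027W) had log2 fold changes in Hyb-8 of -1.06 over Sun049T-Z and 0.12 over Sun224T-K. The paper's qRT-PCR values for SIT1 were increases over both parental strains. Which transcript the primers match stays open.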
